A study of Drosophila melanogaster with 8 samples.

How the data were processed

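The series measured where an anti-GFP antibody cut chromatin in the wing imaginal discs of Drosophila melanogaster larvae. The assay was CUT&RUN, in which an antibody tethers a nuclease to chromatin and the released fragments are sequenced. Per the labels, the transcription factor Zelda carried GFP at its own locus in the tagged larvae, and untagged wild-type larvae were treated with the same antibody as the control. Discs were taken from larvae under normal development (undamaged) or 2 days after damage (damaged). Each of the 4 combinations of genotype and condition had 2 libraries, 8 in all. Per the labels' protocols, chromatin was released with a commercial CUT&RUN kit from Cell Signaling and libraries were made with an ultralow-input kit from Tecan.

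The authors deposited 1 peak list per library, so peaks were called in each library separately and replicates were compared list against list. The lists have the 10-column narrowPeak layout. Peak names in the files record that duplicates were marked before peaks were called and carry the peak numbering that MACS writes. The labels name no aligner, peak caller, version, genome build, filter or spike-in, and do not say whether a control library entered the peak calling. The deposited fold enrichment of each peak is a linear ratio of the pileup at the summit to the caller's local expected coverage. The authors' other statistics are the −log10 of each peak's p-value and the −log10 of its q-value. The smallest −log10 q-value in any list was 1.32, just above the 1.30 that corresponds to a q-value of 0.05. The deposited score column is 10 times the −log10 q-value without its decimals, and was used only to check the layout. Folds were used to rank or filter peaks within a list, because nothing in the lists places them on a common scale. The exception is the cutoff of a fold of at least 3, which was applied alike to all lists. Counts compared between libraries under that cutoff assume a common scale that was not shown.

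The lists give no read totals. A measure of depth was recovered from the authors' columns, because fold and p-value together fix the pileup and the expected coverage under a Poisson upper tail with 1 added to both. A whole-number pileup came out for 99.90% to 100.0% of the peaks (rounded), depending on the list. The lowest expected coverage in a list was taken as the library's background coverage, in fragments per base. It ranged from 32.6 to 52.3 and stands in for depth. A depth in reads, and counting intervals on single peaks, were not computed.

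Comparisons used the chromosome arms 2L, 2R, 3L, 3R, 4 and X. Peaks of all 8 lists that shared at least 1 bp were merged into 9086 regions, and a region was called in a library if it held a peak of that library. Tag-dependent regions were those called in both Zelda-GFP libraries of a condition and in neither wild-type library of that condition. List similarity was the Jaccard index, the number of regions called in both libraries over the number called in either. Tests treated the library as the unit and were exact permutation tests over libraries. The comparison of 4 against 4 libraries has 70 labelings and a smallest two-sided p of 0.0286. The comparison of 2 against 2 libraries cannot reach 0.05, with a smallest two-sided p of 0.333 for a mean and of 0.167 for a count of regions over 6 ordered splits. Similarity within groups was tested one-sided over 35 splits into 4 and 4 libraries, and for replicates over all ways to pair the libraries. Benjamini-Hochberg adjustment covered 6 tests over libraries with a smallest p under 0.05. The gene list is described by its percentile among random lists, which is not a test between libraries and was left out of that family. Replicate overlap and shares near genes were set beside 200 random shifts of the peaks along their arms. Shares of regions have 95% Wilson intervals, which cover counting error only.

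Gene names came from a RefSeq gene table of the Release 6 assembly. The names of the unplaced sequences in the lists match that assembly, but the labels name no build. Peak positions are therefore printed from the files, 1-based, and gene positions are not printed. Any statement that a region lies in or near a gene assumes that the lists use Release 6. The table gives neither strand nor exons, so regions are placed by gene only. Of the 15 genes in a list fixed before the data were examined, 14 were found in the table and 1 was not analysed here. A listed gene was hit by a region overlapping its body or the 2 kb on each side. The number of genes hit was set against 10000 random lists matched on gene span. The text names the listed genes, and the 5 regions with the highest mean within-list percentile of fold in each of 3 classes. These classes were both damaged Zelda-GFP libraries alone, both undamaged ones alone, and all 4. This rule was set before the data were examined. Regions at w, at the Hsp70B genes and beside alphaTub84B, and the other regions of very high pileup, were chosen after their values were seen.

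Several planned parts changed. The share of peaks with the CAGGTA core of the Zelda motif, and Fisher's exact test on regions with it, need genome sequence and were not run. The share of peaks near a transcription start needs strand, and was replaced by the share within 500 bp of either end of a protein-coding gene, of which 13922 lie on the arms. The 2 kb margin of the gene list was applied on both sides for the same reason. These replacements were chosen after the files were seen.

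Alternatives were all sequences in the lists, the 50% of each list with the highest fold, lists of equal length (1698 peaks), windows of 100 bp on each side of the summit, Jaccard over base pairs, other rules for removing control regions, reciprocal overlap of 50%, permutation within condition, the replicate number as a block, and leaving out each library in turn. A fold enrichment of at least 3 was added after the data were seen. The merge was checked against bedtools and gave the same 9086 regions. On simulated lists of the damaged contrast over 5390 sites, the count of specific regions found all 200 planted sites among the 562 that met the rule by simulated calls. The highest of the other 5 splits was 359, so such counts include regions that met the rule without being planted. Planted sites were set as called in both damaged Zelda-GFP lists and in no other. Their recovery was therefore built in and checks only the counting. Calls at the other sites were drawn independently for each list, which real lists need not follow. The pileup step returned 100.0% of 1930 simulated values. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1.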

Results

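CUT&RUN with an anti-GFP antibody was performed on wing discs of larvae with GFP-tagged Zelda and of untagged wild-type larvae, each undamaged and 2 days after damage, with 2 libraries per group. The lists held between 2663 and 4946 peaks, of which 18.5% to 36.2% lay outside the 6 chromosome arms that were compared. On the arms, wild-type undamaged discs gave 1744 and 3355 peaks, and wild-type damaged discs 2282 and 3706. Zelda-GFP undamaged discs gave 2908 and 1698 peaks, and Zelda-GFP damaged discs 3624 and 3908. Background coverage, which stands in for depth, was 32.6 and 40.4 fragments per base in the wild-type undamaged libraries and 52.3 and 46.1 in the damaged ones. It was 51.8 and 35.3 in the Zelda-GFP undamaged libraries, and 38.0 in both damaged ones. Peaks with a fold enrichment of at least 3 by the authors' caller numbered 540 and 620 in the Zelda-GFP damaged lists and between 143 and 211 in the other lists.

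The first comparison asked whether the tag changed the number of peaks. Zelda-GFP libraries had on average 262.75 more peaks than wild-type libraries, a difference within the spread between libraries (exact two-sided permutation test over 4 against 4 libraries, p = 0.771, adjusted p = 0.914). The mean was 2549.5 ± 1139 peaks (SD, n = 2) in wild-type undamaged discs, 2994 ± 1007 in wild-type damaged discs, 2303 ± 856 in Zelda-GFP undamaged discs and 3766 ± 201 in Zelda-GFP damaged discs. Within damaged discs the tagged lists had 772 more peaks on average, and within undamaged discs the mean difference was -246.5 peaks. Both gave an exact p of 0.667, where 2 against 2 libraries cannot go below 0.333. The difference over all libraries changed sign, to -79.8, without wild-type undamaged replicate 1.

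The agreement of replicates was examined next. In Zelda-GFP damaged discs, 71.1% of the peaks of replicate 1 overlapped a peak of replicate 2, and 68.1% did so in the other direction, against 3.90% ± 0.346 (SD over 200 random shifts). In Zelda-GFP undamaged discs the shares were 48.4% and 87.9%, against 1.82% ± 0.435. Wild-type undamaged discs had 69.6% and 36.5%, and wild-type damaged discs 65.2% and 41.8%. The mean Jaccard index was 0.405 for the 4 replicate pairs. Averaged over all other ways to pair the 8 libraries, which can include some replicate pairs, it was 0.302. The difference of 0.103 was reached by 2 of all possible pairings of the libraries (exact one-sided permutation test, p = 0.0190, adjusted p = 0.0571), so it passed 0.05 before and not after adjustment. It fell to 0.0329 without Zelda-GFP damaged replicate 2. That fit also dropped replicate 1, since a library without its partner cannot enter, so the whole pair was missing. The Zelda-GFP damaged pair had the highest index of all pairs, 0.535. Zelda-GFP undamaged replicate 2 had an index of 0.452 with wild-type undamaged replicate 1 and of 0.443 with its own replicate. Wild-type damaged replicate 1 likewise had 0.457 with wild-type undamaged replicate 1 and only 0.327 with its own replicate. That damaged control thus resembled an undamaged library more than its replicate.

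**Figure D1:**
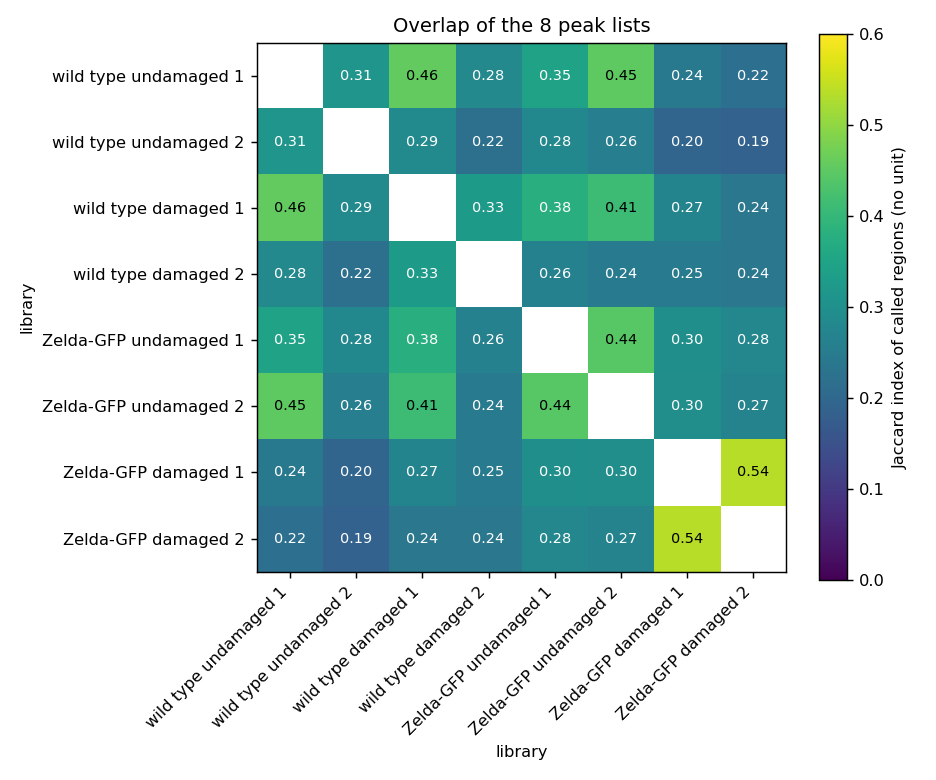
Jaccard index of called regions (no unit) for each pair of the 8 libraries, with libraries on both axes and the index printed in each cell. The Zelda-GFP damaged pair has the highest index, 0.535, and the wild-type replicate pairs have 0.312 (undamaged) and 0.327 (damaged).

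Lists were then compared by genotype and by damage. Pairs of libraries of the same genotype had a mean index of 0.334 and pairs of different genotypes 0.279. The difference of 0.0547 was reached by 3 of 35 splits (exact one-sided permutation test, p = 0.0857, adjusted p = 0.171). With the Jaccard index taken over base pairs, the genotype split ranked first of the 35, with a difference of 0.0706 (exact permutation p = 0.0286). With windows of 100 bp around the summits it also ranked first, with a difference of 0.0376. Pairs of the same condition had a mean index of 0.329 and pairs of different conditions 0.283. That difference of 0.0454 was reached by 5 of 35 splits (exact one-sided permutation test, p = 0.143, adjusted p = 0.214). It rose to 0.0936 without wild-type damaged replicate 1 (exact permutation p = 0.0286).

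Of the 9086 regions, 4821 were called in 1 library and 586 in all 8. Regions were called in both replicates at 2411 places in Zelda-GFP damaged discs, 1258 in Zelda-GFP undamaged discs, 1359 in wild-type damaged discs and 1073 in wild-type undamaged discs. To separate tag-dependent regions from antibody background, regions in the matching control were removed. In damaged discs, 1222 regions were called in both Zelda-GFP libraries and in neither wild-type library, 50.7% of the regions called in both. The other 5 ordered splits of the same libraries gave at most 276, the count for both wild-type and neither Zelda-GFP library. In undamaged discs, 274 regions were tag-dependent, 21.8% of those called in both Zelda-GFP libraries. Other splits of the undamaged libraries gave up to 251 regions, and the wild-type-specific count was 178. Each count was the largest of its 6 splits, and the exact p of 0.167 is the smallest this design allows. With peaks of fold enrichment of at least 3, the counts were 247 in damaged and 23 in undamaged discs, and 2 of the 6 undamaged splits reached 23. With all sequences in the lists, the undamaged count was 303 and 2 of the 6 splits reached it. The undamaged count on the arms was 1223 without Zelda-GFP undamaged replicate 2 and 416 without replicate 1. The damaged count was 2168 without Zelda-GFP damaged replicate 1 and 1883 without replicate 2. Leaving out a library loosens the criterion, so such counts rise by construction.

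In all 4 Zelda-GFP libraries and no wild-type library, 62 regions were called. This was the highest count among the 70 ordered splits of the 8 libraries (exact permutation p = 0.0143, adjusted p = 0.0571). The opposite split, all 4 wild-type libraries and no Zelda-GFP library, gave 46, and the median split gave 2. With lists of equal length the count was 15 and 5 of the 70 splits reached it (exact permutation p = 0.0714). The count was 146 without Zelda-GFP undamaged replicate 2. Without Zelda-GFP undamaged replicate 1 it was 73, reached by 3 of 35 splits (exact permutation p = 0.0857).

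The regeneration contrast compared damaged with undamaged Zelda-GFP discs after removing every region called in a wild-type library. Both damaged and neither undamaged library had 965 regions, and the opposite direction had 56. The 965 regions were the most of the 6 ordered splits (exact p = 0.167, the smallest possible), and no other split exceeded 56. The opposite direction was reached by 3 of the 6 splits. Without control removal the counts were 1242 and 147. The same contrast in wild-type discs gave 259 regions called in both damaged and neither undamaged library and 110 in the opposite direction. With lists of equal length, the Zelda-GFP counts were 631 and 132, and the wild-type damaged count was 112, reached by 3 of its 6 splits. The wild-type damaged count was 2078 without wild-type damaged replicate 1. Leaving out Zelda-GFP undamaged replicate 2 raised the undamaged count to 602. The damaged count was 1747 without Zelda-GFP damaged replicate 1. Across both genotypes, 25 regions were called in all 4 damaged and no undamaged library, reached by 3 of 70 ordered splits (exact permutation p = 0.0429, outside the adjusted family), and 9 in the opposite direction.

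**Figure D2:**
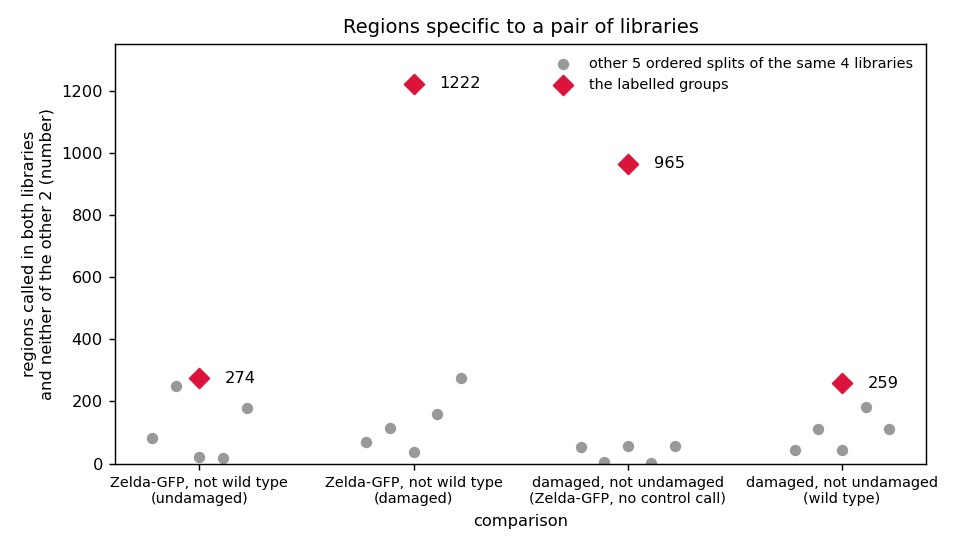
Number of regions called in both libraries of a pair and in neither of the other 2, for 4 comparisons (horizontal axis). Diamonds are the labelled groups and gray points the other 5 ordered splits of the same libraries. The labelled groups give 274, 1222, 965 and 259 regions, and the other splits of the damaged libraries stay at or below 276.

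Among the regions of the damaged class, those with the highest fold enrichment within their lists were as follows. The region at X 17829643 to 17830846 overlapped CG6398 and a long noncoding RNA gene, with folds of 7.52 and 9.17 in the 2 damaged lists. The region at 3L 748815 to 749200 overlapped hng3, with folds of 7.81 and 6.48. The region at 2R 21047901 to 21048657 overlapped no gene, with shg as the nearest protein-coding gene, and had folds of 6.17 and 8.27. The regions at 2R 17261892 to 17262856 in mbl and at X 3162169 to 3162990 in N had folds of 6.19 and 7.11, and of 6.66 and 5.97. In the undamaged class the highest-ranked region was at 2R 25262620 to 25263056, outside any gene, with folds of 2.65 and 2.57. The others of the leading 5 had folds from 1.97 to 2.28. Among regions in all 4 Zelda-GFP lists, the first was at 3R 15618814 to 15619371, outside any gene, with folds of 2.81 and 3.43 undamaged and 2.79 and 3.13 damaged. None of the 5 leading regions in that class overlapped a gene, and 3 of them left the class with windows of 100 bp around the summits.

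The position of peaks relative to genes was compared because open promoters are a common background in this assay. The share of peaks within 500 bp of either end of a protein-coding gene was 6.59% and 16.3% in wild-type undamaged libraries and 10.7% and 45.6% in wild-type damaged libraries. It was 15.2% and 6.36% in Zelda-GFP undamaged libraries and 32.0% and 34.4% in Zelda-GFP damaged libraries. The mean difference between genotypes was 2.17 percentage points, within the spread between libraries (exact two-sided permutation test, p = 0.914, adjusted p = 0.914). It changed sign in 4 of 8 fits that left out a library, down to -2.23 points without wild-type undamaged replicate 1. Of the 1222 tag-dependent damaged regions, 536 (43.9%, 95% Wilson interval 41.1 to 46.7) lay near a gene end, against 23.5% ± 1.31 (SD) after random shifts. For the 274 tag-dependent undamaged regions the share was 8.03% (5.36 to 11.9), against 24.9% ± 3.31 after shifts. For the 586 regions called in all 8 libraries it was 9.90% (7.73 to 12.6), against 30.4% ± 2.88. Regions are not replicates, so these intervals describe the lists and not the variation between discs.

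A list of patterning, maturation and regeneration genes of the wing disc was fixed before the data were examined. In damaged discs, 7 of 14 genes carried a tag-dependent region, a percentile of 98.6 among random lists of like gene span, whose mean was 3.24 genes. In undamaged discs 0 of 14 did, where random lists had a mean of 0.516. The background was regions called in both wild-type libraries and no Zelda-GFP library of a condition. It hit 1 of 14 genes in damaged discs (random mean 0.553) and 0 of 14 in undamaged discs (0.328). These low counts are close to those of random lists, so they are no contrast to the 7 genes. Counting only regions within 2 kb of either end of a gene, 3 of the 14 genes were hit, at percentile 75.3. Without control removal the count was 7, at percentile 89.0. The 7 genes were osa and tara with 3 regions each, br and puc with 2 each, and ct, en and zld with 1 each. Among these genes, regions with a call in a wild-type library also lay at tara (4), osa (3), en (2) and puc (1). At en, the tag-dependent region ended at 2R 11528399, and a region called in both wild-type damaged libraries began at 11528790. In osa the regions lay at 3R 17700421 to 17702291, 17704298 to 17704568 and 17710822 to 17711532, with folds between 2.14 and 2.88. In tara they lay at 3R 16234767 to 16237067, 16249949 to 16250440 and 16253253 to 16254143, and the first had the highest folds, 4.36 and 3.71. The br regions lay at X 1574392 to 1575024 and 1611145 to 1612128, and the zld region at X 19773494 to 19775304 had folds of 4.88 and 5.35. No tag-dependent region was found at chinmo, wg, ap, nub, Ilp8, Ets21C or Mmp1. The numbers of regions at br, osa and puc fell to 1 with windows of 100 bp around the summits.

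**Figure D3:**
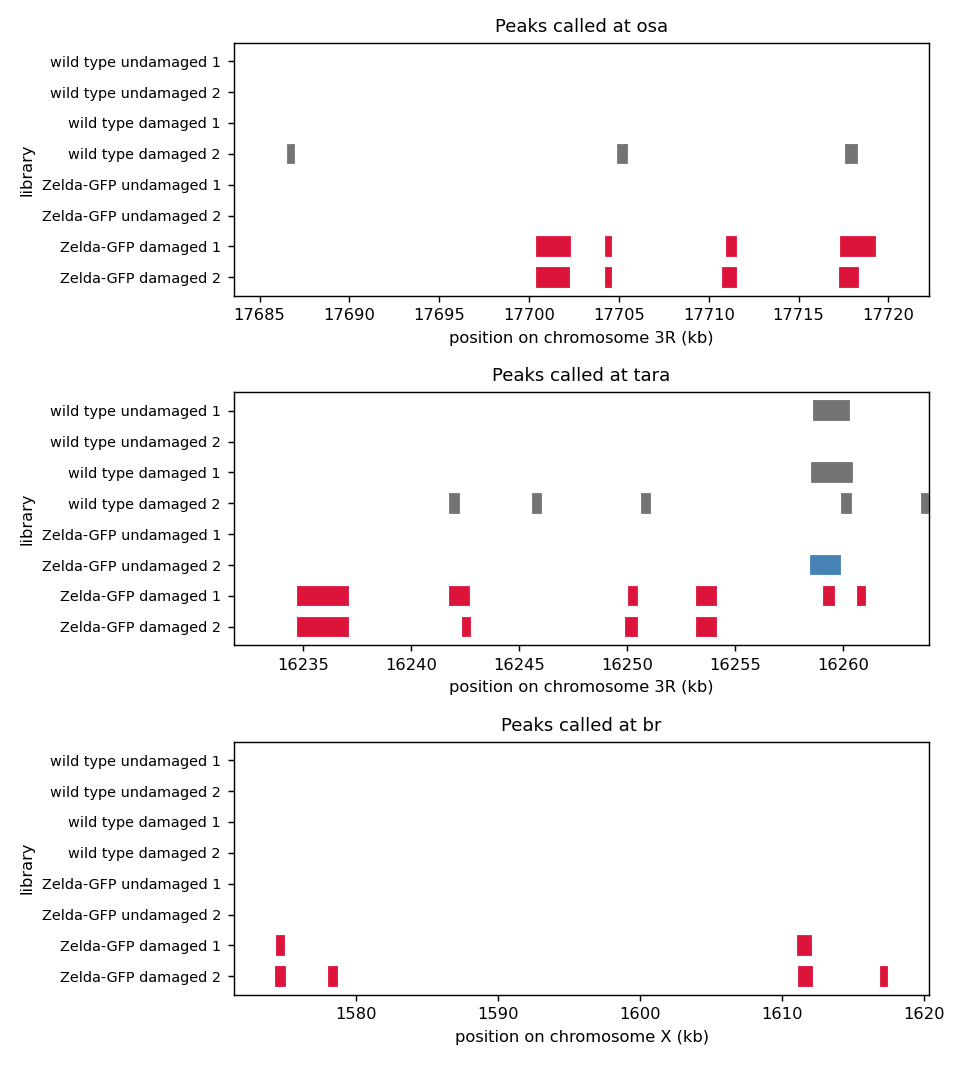
Peaks called in each of the 8 libraries (rows) at osa, tara and br, by position in kb on the horizontal axis. Red marks Zelda-GFP damaged, blue Zelda-GFP undamaged and gray wild-type peaks. At osa and tara 3 regions each, and at br 2, are called in both Zelda-GFP damaged libraries and in neither wild-type damaged library.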

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

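The tests of a vector, of integrated copies, of depth and of a wrong label were chosen after the high pileup at w was seen. The search itself, for regions on the arms whose pileup over background exceeded 10 times the highest wild-type level, with a list's median level where it had no call, used the recovered pileups, which the comparisons of the report leave out.

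In Zelda-GFP undamaged replicate 2, 7 regions had a pileup far above that in every wild-type library. At w, a region at X 2790059 to 2793184 reached 243 times the background coverage, with a pileup of 8575, and a second at X 2796048 to 2796773 reached 230 times. The other five stood at 2R 5055609 to 5056094 (163 times), 3R 12505749 to 12506062 among Hsp70B genes (66.7 times), 3R 2958654 to 2959145 near Pzl (46.8 times), 3L 24464225 to 24464709 (35.4 times) and X 21851263 to 21851650 (25.8 times). The same search for regions high in a wild-type library found 2, both in wild-type undamaged replicate 2, at 74.5 and 52.7 times the background. Isolated regions of very high pileup were therefore not limited to tagged libraries.

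Depth did not account for the signal at w, since the library's background coverage of 35.3 lay within the range of the others. A damaged Zelda-GFP library under the wrong label would resemble the damaged Zelda-GFP lists. Its highest index with them was 0.297, against 0.535 between these lists. In both wild-type damaged libraries the pileup at w was 2.54 to 3.75 times background, against 243 and 230 times here. These values argue against a damaged wild-type library under the wrong label as the source of the signal at w. Whether the library carries such a wrong label stays open. The list's index with wild-type damaged replicate 1 was 0.411, above the 0.327 between the wild-type damaged replicates, and with replicate 2 it was 0.245. Of the 29 regions called in all 4 damaged and none of the other 3 undamaged libraries, this library called 4, or 13.8%. Other undamaged libraries left out in the same way called 13.8% to 30.6%, and the damaged libraries 56.8% and 59.5% (Zelda-GFP), 73.5% (wild-type replicate 2) and 15.7% (wild-type replicate 1). The share was far below 3 of the 4 damaged libraries, but a library like wild-type damaged replicate 1 cannot be told apart by this test. A few integrated copies of w, as the damaged libraries may carry, would give a pileup within their range of 2.54 to 6.39 times background, and the pileup in this library was 38.0 times the highest damaged value.

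DNA from a vector or amplicon that carries w and Hsp70 sequence is a candidate source, because the Hsp70B region was 17.8 times higher over background in this library than in any other. Against the highest value anywhere in the Hsp70B cluster in another library, 10.9 times background, the ratio was 6.10. The first form of this test used the 2863 bp inside w with no call. Both values had been seen when the Hsp70B ratio was put in its place, so the choice was not independent of the outcome. The gap decides nothing, because expected coverage at w in this library was at least 2092 and would hide a lower signal. Of the 7 regions, 4 lie neither at w nor at Hsp70B, and whether a vector or amplicon carries their sequence was not tested. Duplicated fragments, repeats and carry-over of DNA remain open, as does any biological source, which was not tested. All 7 regions rest on 1 library.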

How the results depend on the processing

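The filter on fold enrichment, the shares near gene ends and the alternatives for the undamaged direction were chosen after the data were seen. Apart from fits that left out a library, 43 of 63 recalculations of the main comparisons kept their direction, side of the threshold or size. None reversed.

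The similarity by genotype passed 0.05 with fixed windows (0.0376, exact permutation p = 0.0286) and with Jaccard over base pairs (0.0706). With the 50% of each list of highest fold, tag-dependent regions fell to 153 undamaged and 773 damaged, and regions in all 4 Zelda-GFP libraries to 16, reached by 3 of 70 splits. With lists of equal length there were 696 tag-dependent damaged regions, 15 in all 4, 631 damaged only and 132 undamaged only. The count of 15 was reached by 5 of 70 splits and lost its threshold. Fixed windows left 41 regions in all 4. Tag-dependent undamaged regions numbered 155 with no call in any of the 4 wild-type libraries, and 530 when removed only if called in both. Undamaged-only regions numbered 147 without control removal and 92 when removed only if called in at least 2 wild-type libraries. With a fold of at least 3, the counts were 23 tag-dependent undamaged, 247 tag-dependent damaged, 2 in all 4 (5 of 70 splits), 230 damaged only and 9 undamaged only. Shorter lists and looser removal change counts by construction; otherwise the cause was not tested. The listed genes hit in damaged discs fell to 3 when only the 2 kb around gene ends counted, since less sequence was searched. Of 211 recalculations of single genes, named regions and the wild-type contrast, 17 changed in size. The other 3 were regions named among the leading 5 in all 4 Zelda-GFP libraries, the third to the fifth, which left that class with fixed windows.

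Across 8 fits that each left out one library, the difference in peaks ran from -79.8 to 708.25 and changed sign without wild-type undamaged replicate 1 or Zelda-GFP damaged replicate 2 (-28.4). Similarity differences ran from 0.0270 to 0.0745 by genotype, from 0.0281 to 0.0936 by damage and from 0.0329 to 0.131 for replicates. In the replicate test, leaving out a library also drops its partner. The test then has only 15 pairings and cannot go under 0.0667. The replicate difference fell to 0.0331 and 0.0329 without Zelda-GFP damaged replicate 1 or 2, and both fits lacked the whole pair. The share near gene ends ran from -2.23 to 10.8 points and was negative without wild-type undamaged replicate 1, wild-type damaged replicate 1 (-0.865), or Zelda-GFP damaged replicates 1 (-1.16) or 2 (-1.97). Regions in all 4 ran from 67 to 146 (73, exact permutation p = 0.0857, without Zelda-GFP undamaged replicate 1), damaged-only regions from 966 to 1747 and undamaged-only regions from 58 to 602. Across 4 fits, tag-dependent regions ran from 405 to 1223 undamaged and from 1315 to 2168 damaged. A criterion over fewer libraries raises such counts by construction. The values of 146, 602 and 1223 all came without Zelda-GFP undamaged replicate 2, the shortest list.

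Replicate numbers did not pair the samples, as the correlations of replicate differences between groups ran from -0.0667 to 0.0739. With the replicate number as a block, the difference of 262.75 peaks had an exact permutation p of 0.875 and the share near gene ends also 0.875, where the smallest possible is 0.125. The block changed no call. The planned tests of the CAGGTA motif and their alternatives, and those based on transcription starts, were not run. Depth is known only as background coverage, so the absence of a peak in one list and its presence in another may rest on depth, and small differences of single regions are not resolved. The equal-length counts above, 696 and 631, bound only the part due to list length.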

Other observations

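The tests of list length, of tag signal in undamaged discs and of open promoters were set before their results were seen. The tests of depth, of other splits and of signal shared by damaged libraries were chosen after.

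Damaged discs had 948 more tag-dependent regions than undamaged discs. The mean background coverage of the damaged Zelda-GFP libraries minus that of the undamaged ones was -5.55, but the sign rests on undamaged replicate 1. That library had 51.8, replicate 2 had 35.3 and both damaged libraries 38.0. With 1 Zelda-GFP library at a time, undamaged replicate 1 gave 1223 regions and replicate 2 gave 416, against 1883 and 2168 for damaged replicates 1 and 2. The deeper undamaged library thus gave fewer regions than either damaged one, although the damaged controls were deeper than the undamaged ones (49.2 against 36.5). This argues against depth, but it rests on 1 library, so depth was not excluded. With lists of equal length, the damaged count was still 2.74 times the undamaged one. Open-promoter background captured without the tag would be shared by the damaged control richest in peaks near gene ends. That control called 266 of the 812 regions near a gene end that both damaged Zelda-GFP libraries called, or 32.8%. This decides nothing near gene ends, because how far untagged libraries share such regions is not known. Of 1700 in that control, the other damaged control called 191. Only 10.7% of the 2282 peaks of that other control lay near a gene end, so it could share few. Away from gene ends the counts were 686 and 252, a ratio of 2.72, so background at gene ends was not the whole excess. Only the outer ends of genes were used, so promoters inside genes count as away from gene ends. Promoter background as the whole excess was therefore not excluded. Of the 36 relabelings of condition within genotype, 10 gave a difference as large, and all 10 kept the Zelda-GFP pairs together. Relabelings that split these pairs reached at most 251. No share below 0.05 is possible in this design, so condition and chance pairing cannot be told apart by the test. A difference in Zelda binding between regenerating and normal discs may underlie the count, and so may a difference in enrichment between the pairs of libraries, which was not tested.

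Regions in all 4 Zelda-GFP libraries and no wild-type library were most numerous under the real grouping, since 1 of 70 ordered splits, the real one, gave as many as 62. The 46 regions of the mirror split and the count of 15 with lists of equal length, reached by 5 splits, limit how far this can be read. Any transcription-factor origin for the 62 stays a hypothesis.

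Undamaged Zelda-GFP discs had few tag-dependent regions, which raises the question how much tag signal these libraries carried. At regions called in both damaged Zelda-GFP libraries and in none of 3 wild-type libraries, undamaged replicate 1 was called at 13.4% to 15.1% and replicate 2 at 6.37% to 8.04%. The wild-type library left out was called at 3.37%, 13.2%, 0.623% or 6.99%, depending on the library. Replicate 1 was called more often than each control, by a wide margin over 3 of them and narrowly (14.0% against 13.2%) over wild-type damaged replicate 2. Replicate 2 was below that control and wild-type undamaged replicate 2. As a share of each library's own regions, which favors short lists, both replicates lay above the control in all 4 comparisons. Replicate 2 had 5.15% to 6.48% and replicate 1 5.68% to 6.77%, against 1.88%, 4.94%, 0.466% and 2.79%. The outcome for replicate 2 depends on this scaling, so tag signal and none cannot be told apart there. Few tag-dependent undamaged regions may therefore reflect weak enrichment as well as less binding.

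Some signal followed damage in both genotypes. At w and beside alphaTub84B, 3 regions were called in all 4 damaged libraries, the untagged ones included, which binding by tagged Zelda would not give. The region at 3R 7085001 to 7086367 beside alphaTub84B was called in no undamaged library. Another region beside that gene, at 3R 7089255 to 7090115, was not shared with the untagged libraries. It was called only in both Zelda-GFP damaged libraries, so its calls went with tag and damage together. The w regions were also called in Zelda-GFP undamaged replicate 2. A candidate source of the 3 shared regions is sequence carried by the damage-inducing genotype, such as marker or promoter fragments of transgenes. Over the whole lists, 25 regions were in all 4 damaged and no undamaged library, and 3 of 70 ordered splits gave as many (exact permutation p = 0.0429). The labels do not describe how damage was induced or whether undamaged discs carried the same transgenes, so this cannot be told apart from a change in chromatin after damage.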
